# COL2A1 Is a Novel Biomarker of Melanoma Tumor Repopulating Cells

**DOI:** 10.3390/biomedicines8090360

**Published:** 2020-09-18

**Authors:** Bhavana Talluri, Kshitij Amar, Michael Saul, Tasnim Shireen, Vjollca Konjufca, Jian Ma, Taekjip Ha, Farhan Chowdhury

**Keywords:** melanoma, 3D-fibrin gel, tumor repopulating cells, RNA-sequencing, biomarkers

## Abstract

Soft 3D-fibrin-gel selected tumor repopulating cells (TRCs) from the B16F1 melanoma cell line exhibit extraordinary self-renewal and tumor-regeneration capabilities. However, their biomarkers and gene regulatory features remain largely unknown. Here, we utilized the next-generation sequencing-based RNA sequencing (RNA-seq) technique to discover novel biomarkers and active gene regulatory features of TRCs. Systems biology analysis of RNA-seq data identified differentially expressed gene clusters, including the cell adhesion cluster, which subsequently identified highly specific and novel biomarkers, such as *Col2a1*, *Ncam1*, *F11r*, and *Negr1*. We validated the expression of these genes by real-time qPCR. The expression level of *Col2a1* was found to be relatively low in TRCs but twenty-fold higher compared to the parental control cell line, thus making the biomarker very specific for TRCs. We validated the COL2A1 protein by immunofluorescence microscopy, showing a higher expression of COL2A1 in TRCs compared to parental control cells. KEGG pathway analysis showed the JAK/STAT, hypoxia, and Akt signaling pathways to be active in TRCs. Besides, the aerobic glycolysis pathway was found to be very active, indicating a typical Warburg Effect on highly tumorigenic cells. Together, our study revealed highly specific biomarkers and active cell signaling pathways of melanoma TRCs that can potentially target and neutralize TRCs.

## 1. Introduction

Cancer metastasis is the leading cause of cancer-related deaths [1,2,3]. During metastasis, cells from the primary tumor spread to distant secondary sites in the body. Within the primary confinement of the tumor, there exists a heterogeneous tumor cell population [4,5,6,7,8]. However, not all cells within the primary tumor can sustain the journey to successfully repopulate in distant secondary sites. It is widely believed that “stem-cell-like” cancer cells or highly tumorigenic cells within the tumor possess unlimited self-renewal capacity and replicative immortality [9,10,11]. These self-renewing cancer cells, present in low numbers within the tumor, have the capacity to survive and repopulate secondary sites.

Although identifying these self-renewing cancer cells is an area of great interest to cancer biology, the conventional biomarker-based approach still remains a bottleneck problem due to unreliable surface antigen markers [12,13]. A recent report demonstrated the feasibility of selecting such highly tumorigenic subpopulation by a label-free method [14]. Single mouse melanoma cells were cultured in soft 3D fibrin gels with stiffness ~90 Pa [14] that mimic soft physiological tissues [15]. Within a few days of culture in soft 3D fibrin gel, 8–10% of the planted cells established multicellular spheroids. These cells within the spheroids were found to be highly tumorigenic and, thus, were aptly named as tumor repopulating cells (TRCs) [14,16,17,18]. However, very little is known about the specific and reliable biomarkers of TRCs and their molecular and genetic features. By using a next-generation sequencing (NGS)-based RNA-sequencing (RNA-seq) method, we pursued exciting research at the scientific interface between cell mechanics and genomics technology to identify TRC-specific novel biomarkers and their genetic features.

## 2. Experimental Section

### 2.1. 3D Fibrin Gel Fabrication

Salmon Fibrinogen and thrombin (Reagent Proteins) were used to setup the 3D-fibrin-gel cell culture. The TRC isolation procedure with 3D fibrin gel has been described elsewhere [14]. Briefly, fibrinogen was diluted to 2 mg/mL with the T7 buffer consisting of 50 mM Tris and 150 mM NaCl with pH adjusted to 7.4. Fibrinogen and DMEM complete cell culture medium were mixed at a ratio of 1:1 to finally obtain 1 mg/mL fibrinogen concentration (for 90 Pa fibrin gels). In total, 1000 cells were seeded in each of the 96 wells, which were pre-incubated with 100 U/mL thrombin. The 96-well tissue culture plate was placed into a 37 °C cell culture incubator for 15–20 min to ensure the polymerization of the fibrin gel. Finally, 200 µL of cell culture medium was added into each well. Fresh culture medium was exchanged every two days. TRCs were freshly isolated from 3D fibrin gels on day 5.

### 2.2. RNA-seq Data Collection

RNA-seq data on TRCs and parental B16F1 control cell lines were collected by the High-Throughput Sequencing and Genotyping Unit in Roy J. Carver Center for Biotechnology at the University of Illinois at Urbana-Champaign. Briefly, RNA samples were quality controlled for purity, integrity, and concentration. All RNA samples used for sequencing had RNA integrity numbers greater than 9.5. Libraries were made using an Illumina TruSeq Stranded RNA Sample Prep kit according to the manufacturer’s protocols, using four distinguishable adapter barcodes. The four libraries were pooled in equimolar concentrations, then sequenced in single end format on two lanes of an Illumina HiSeq 2500 sequencer using a TruSeq SBS sequencing kit v1 for 101 cycles.

The resulting sequence files were converted into FASTQ format and demultiplexed using CASAVA v1.8.2. Read depth ranged from 50,029,350 to 61,372,111 reads. Sequence data files were deposited in the Gene Expression Omnibus and can be accessed at the following accession number: GSE130697.

### 2.3. RNA-seq Bioinformatics and Differential Expression Analysis

The resulting demultiplexed FASTQ files for the RNA-seq dataset were analyzed using standard tools. Raw FASTQ files were trimmed using Trimmomatic v0.35 running on Java v1.8.0_72 in single end mode. Trimmed files were aligned with the GRCm38 mouse genome with Ensembl v75 annotation. Alignment was performed with Tophat2 v2.1.0, which utilized Bowtie2 v2.2.6 and Samtools v1.3. Reads were counted using htseq-count from the HTSeq Python framework v0.6.0 in Python v2.7.10.

Differential expression analysis was performed with the edgeR Bioconductor package v3.12.0 [19] in R v3.2.0. Briefly, tag counts were imported, meta-tags and low-expressed tags (less than 1 CPM expression in at least 3 samples) were filtered out, and samples were TMM normalized. TRC data were compared to control cells using the exactTest() function with tagwise dispersion estimates, and the final top table containing 11,208 genes was corrected for false discovery rate (FDR) using the Benjamini–Hochberg method [20] and FDR threshold <0.05. Results were annotated for gene information using the Ensembl v75 database accessed by the biomaRt Bioconductor package v2.26.1.

All bioinformatics and data analysis steps were performed on OS X v10.11.2.

### 2.4. DAVID, Gene Ontology, and KEGG Pathway Analyses

To identify higher order biological systems implicated in TRCs, we used DAVID, Gene Ontology (GO), and KEGG pathway enrichment analysis. We used DAVID v6.8 [21] to initially identify the clusters gene systems differentially expressed in TRCs. We then used the up- and downregulated differentially expressed genes in the topGO Bioconductor package v2.22.0 with the weight algorithm and the Fisher test statistic. GO Biological Process visualization utilized GO semantic similarity to visualize semantically similar clusters. Briefly, distances were calculated using the Rel similarity method with the GOSemSim Bioconductor package v1.28.2 [22]. Up- and downregulated GO clusters were visualized using the isoMDS function in MASS v7.3-45. KEGG pathway enrichment analysis utilized the gage Bioconductor package v2.20.1 [23] on log_2_-transformed data. To visualize the data, we used the pathview Bioconductor package v1.10.1 [24].

## 3. Results

### 3.1. Growth and Selection of TRC Spheroids by 90 Pa Stiffness 3D Fibrin Gel

The cell–cell and cell–matrix interactions are different in 2D vs. 3D culture conditions because of the spatial arrangements (Figure 1a). Furthermore, critical cellular functions, such as cell growth, proliferation, spreading, crawling, migration, and contractility, are regulated by not only in 2D and 3D microenvironments but also by the physical properties of the microenvironment, such as stiffness [25]. Established cell lines, such as parental B16F1 cells, are traditionally cultured on tissue 2D culture treated rigid dishes. Previous studies, including our own, demonstrated that 3D fibrin gel of 90 Pa stiffness promotes the growth and selection of multicellular TRC spheroids [14,16,17,18]. Growing evidence also reports similar findings that physical properties of the cellular microenvironment, such as stiffness, have an important role in promoting tumorigenic cancer cell growth [26,27]. Based on this, we seeded single B16F1 melanoma cells in 90 Pa soft 3D fibrin gels. The majority of the cells do not survive the soft 3D microenvironment, which is consistent with published reports [14,16,17,18]. We tracked and imaged single cells up to 5 days (Figure 1b). Figure 1b shows a single tracked cell growing into a multicellular TRC spheroid over a 5-day culture period. These mechanically selected TRCs have been shown to be highly tumorigenic [14,16,17,18]. However, it remains largely unknown how these tumorigenic TRCs are different from parental B16F1 control cells in terms of gene expression and gene regulatory network. 

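B16F1 is a mouse melanoma cell line, and the TRCs are the cells that grew into spheroids from single B16F1 cells in fibrin gels of 90 Pa stiffness, from which they were isolated on day 5. The RNA-seq data comprise 4 libraries, 2 of parental B16F1 control cells and 2 of TRCs, and the samples of both groups carry the replicate numbers 1 and 3. The authors aligned trimmed single-end reads of stranded libraries to the mouse genome GRCm38 with Tophat2 and counted them on Ensembl genes with htseq-count, and the deposited values are these counts without normalization. In total, 42938268 and 35948295 counts fell on genes in control replicates 1 and 3, and 40582604 and 43511554 in TRC replicates 1 and 3. The paper reports between 50029350 and 61372111 reads per sample, which is not the same measure. At these depths 3 counts, the smallest number taken as a detectable share, correspond to between 0.0689 and 0.0835 CPM (counts scaled to the library size), a bound that covers counting error only. Alignments that were not unique were not assigned to any gene and made up 15.2%, 17.1%, 18.3% and 25.2% of the alignments in the same order, so genes with near-identical copies or pseudogenes are undercounted by an unknown amount. Following the paper's filter, with CPM computed over the counts on genes, a gene was kept when it had at least 1 CPM in at least 2 samples, which left 11483 of 39179 genes. Counts were normalized with edgeR's TMM method, with factors between 0.957 and 1.04, and groups were compared with edgeR's exact test with common and tagwise dispersions and Benjamini-Hochberg adjustment over all genes tested (FDR). Values of single genes are given as TMM-normalized CPM, mean ± SD with n = 2 libraries per group, and standard errors (SE) of log2 fold changes come from DESeq2, since the exact test gives none. The smallest two-sided p that an exact permutation test of 2 against 2 libraries can give is 0.333, so all p-values of single genes rest on the model fitted across genes. Gene positions refer to GRCm38. The paper's text does not say whether samples with the same number were prepared together. Across genes, the deviations of same-numbered libraries from their group means correlated with r = 0.027, and genes are not independent replicates. Replicate 1 was higher than replicate 3 in both groups for some lists. The medians were 0.80 in the controls and 0.60 in the TRCs for the interferon response and 0.43 and 0.17 for the extracellular matrix. They were 0.66 and 0.069 for mitochondrially encoded genes. For nuclear-encoded oxidative phosphorylation replicate 1 was lower in both groups, with medians of −0.15 and −0.27. A difference by number cannot be excluded for such genes. The main test has no replicate block, and a test with one was an alternative.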

To obtain a thorough understanding of differentially expressed genes of TRCs compared to parental B16F1 control cells, we profiled the whole transcriptome by the next-generation sequencing based RNA sequencing (RNA-seq) technique. Figure 1c shows the flow diagram of RNA-seq and subsequent data analysis strategy. Total RNA was isolated from parental B16F1 cells and soft 3D fibrin derived TRCs. The total RNA purity and integrity were evaluated by RNA integrity number (RIN) and subsequently, the RNA-seq library was prepared for sequencing. The raw RNA-seq data were mapped to a reference sequence and differentially expressed genes (DEGs) were obtained after statistical testing. Finally, for all DEGs, GO analysis and pathway enrichment analysis were carried out by the online tools DAVID and KEGG pathway analysis, respectively.

### 3.2. Identification of DEGs between Parental B16F1 Cells and 3D Fibrin-Derived TRC Spheroids

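Of the genes tested, 3220 (28.0%) had an unadjusted p under 0.05 in edgeR's exact test, where a uniform distribution would give 574. In a histogram with bins of width 0.02, the lowest bin held 2375 genes, against 229.7 per bin under a uniform distribution. A p of 0.5 or more was found for 30.2% of the genes. The alternative that moved the share under 0.05 most was leaving out the filter on low counts, with 19.3%.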

The differential expression results yielded a *p*-value distribution with deviation away from the uniform distribution expected under the null hypothesis and a spike at 0, indicating that the transcriptional state of TRCs differs strongly from parental B16F1 control samples (Figure 2a). A comparison of TRC transcriptome to parental B16F1 control identified a total of 1809 differentially expressed genes at FDR < 0.05. 

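The exact test on the deposited counts gave 1822 differentially expressed genes at FDR under 0.05, of which 1012 were higher and 810 lower in TRCs. For 1007 of the upregulated genes both TRC libraries lay above both control libraries, and for 807 of the downregulated genes both lay below. The biological coefficient of variation, which is the square root of the common dispersion, was 21.2%. Of the alternatives, edgeR's quasi-likelihood test with the replicate block moved the total most, to 785 genes, of which 784 were also among the 1822. With the block and a correction for GC content and transcript length, the same test gave 2031 genes, of which 1691 were shared. DESeq2's Wald test gave 2036 genes, of which 1725 were shared.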

Of these genes, 1004 were upregulated and 805 were downregulated. Imposing an additional filter of two-fold or greater change identified 649 upregulated and 296 downregulated genes (Figure 2b). 

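With the additional requirement of at least a 2-fold change, 670 genes were upregulated and 305 downregulated. The values named next are those of the genes with the largest changes among the differentially expressed genes that had a mean of at least 1 CPM in the higher group and no overlap between the groups. *Aire* (ENSMUSG00000000731), which lies on the minus strand of chromosome 10 from 78030022 to 78043610, rose from 0.0367 ± 0.0118 CPM (SD, n = 2) in control cells to 7.42 ± 2.94 CPM (SD, n = 2) in TRCs, a log2 fold change of 7.52 (SE 0.97, FDR = 1.22e-20). Its control level rests on 2 counts and 1 count and lies below the detectable share. The next largest log2 fold changes were 6.48 for *Kcnj13*, 6.01 for *Mgarp*, 5.81 for *Kbtbd11* and 5.58 for *Ankrd37*, with FDR values between 2.83e-41 for *Mgarp* and 8.75e-23 for *Ankrd37*. *Prkg2* (ENSMUSG00000029334), on the minus strand of chromosome 5 from 98929773 to 99037351, had the largest decrease, from 4.76 ± 0.88 CPM (SD, n = 2) to 0.325 ± 0.119 CPM (SD, n = 2), a log2 fold change of −3.86 (SE 0.59, FDR = 4.8e-10). It was followed by *Adh7* at −3.83, *Sucnr1* at −3.79, *Slc7a11* at −3.54 and *Notch1*. The 2 control libraries differed in *Adh7*, with 33.4 CPM in replicate 1 and 5.95 CPM in replicate 3, and with the replicate block its FDR was 0.1.

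**Figure D1:**
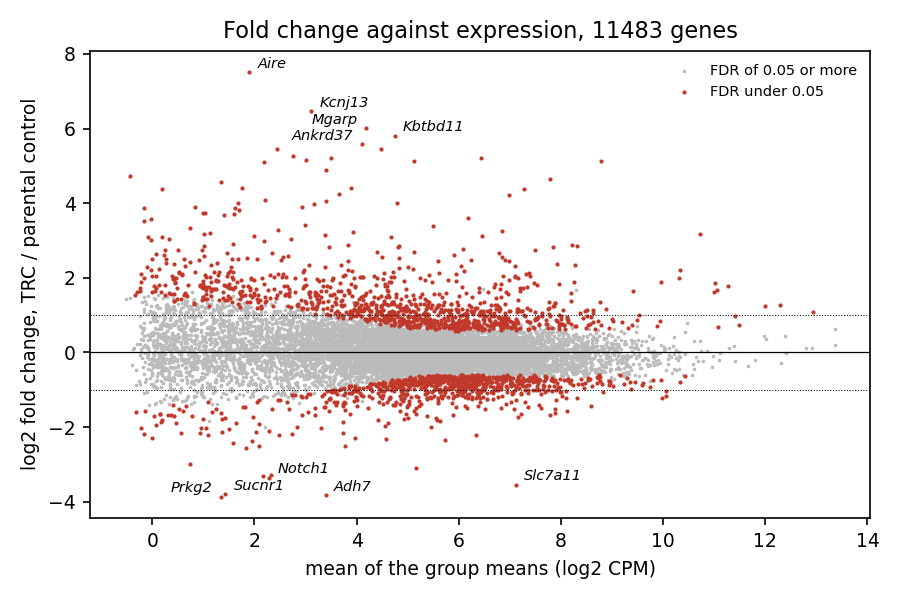
Log2 fold change of TRCs over parental control cells for each of the 11483 genes tested, against the log2 of the mean of the group means in CPM. Red points are the 1822 genes with FDR under 0.05, grey points the others, dotted lines mark a 2-fold change, and the 5 largest increases and decreases are named.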

Figure 2b shows a heatmap of the gene expression profile of TRCs and parental B16F1 control cells. Overall, these results demonstrate that a large disparity in gene expression exists between TRCs and parental control cells.

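Across the genes tested, the log2 CPM values of the 2 control libraries correlated with a Pearson r of 0.981 and those of the 2 TRC libraries with an r of 0.981, while the 4 pairs of a control and a TRC library had r between 0.942 and 0.955. These correlations are across genes, which are not independent replicates. The SD of the log2 differences between libraries was 0.45 between the controls and 0.41 between the TRCs, and from 0.63 to 0.76 for pairs from different groups. The counts of replicates differed by more than counting error, with a chi-square per gene of 111 between the controls and 117 between the TRCs, against 231 to 348 for pairs from different groups.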

Gene Ontology enrichment proceeded with genes differentially expressed without a fold-change filter to fully identify differentially modulated systems. This analysis identified upregulated Biological Process clusters in TRCs related to glucose and sterol metabolism, hypoxia, synaptic vesicles, angiogenesis, and extracellular matrix (Figure 2c). These Biological Process clusters indicate that TRCs show signs of Warburg Effect, a shift seen in very tumorigenic cells wherein metabolism shifts away from oxidative phosphorylation and towards aerobic glycolysis [28,29].

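Gene lists for these processes were written by hand before the counts were examined and stand in for the GO terms. They were tested with a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over 13 lists. For the response to hypoxia, 24 of 28 genes were upregulated and 1 downregulated, with 2.47 expected to be upregulated (FDR = 3.53e-21), with a median log2 fold change of 2.15. For glycolysis, 17 of 18 genes were upregulated, with 1.59 expected (FDR = 7.39e-17). For sterol biosynthesis, 12 of 20 genes were upregulated, with 1.76 expected (FDR = 4.33e-08). The synaptic vesicle list had 5 upregulated genes of 19, with 1.67 expected (FDR = 0.0311) and a median log2 fold change of 0.62. Its largest change was that of *Unc13a*, with a log2 fold change of 5.46 (SE 0.73). In the angiogenesis list, 7 of 28 genes were upregulated and 2 downregulated, with 2.47 expected to be upregulated (FDR = 0.015) and a median of 0.40. With each library left out in turn, the median of the angiogenesis list ranged from 0.22 to 0.37, lower than with all libraries. The leading genes of that list were *Pgf*, with a log2 fold change of 5.21, and *Thbs2*, with 2.55. The test counted list membership only, so it does not show whether the upregulated genes promote or limit angiogenesis. In the extracellular matrix list, 10 of 45 genes were upregulated and 6 downregulated, with 3.97 expected to be upregulated (FDR = 0.00924), while 22 genes were higher and 23 lower in TRCs and the median was −0.076. Among its upregulated genes were the prolyl hydroxylase genes *P4ha1* and *P4ha2*, with log2 fold changes of 2.11 and 2.18. *Col2a1*, which the paper names from these same data, was among them as well. Of 127 genes tested from the Reactome set for extracellular matrix organization, 25 were upregulated, with 11.2 expected (FDR = 0.000369), and the Reactome sets for VEGF signaling and neurotransmitter release, with 14 of 84 and 5 of 18 genes upregulated, both had FDR = 0.0375. Under some alternatives the synaptic vesicle, angiogenesis and extracellular matrix lists had an FDR above 0.05, with 2, 3 and 5 upregulated genes at the lowest, while the hypoxia, glycolysis and sterol lists kept an FDR under 0.05 with each of the alternative tests, filters and normalizations.

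**Figure D2:**
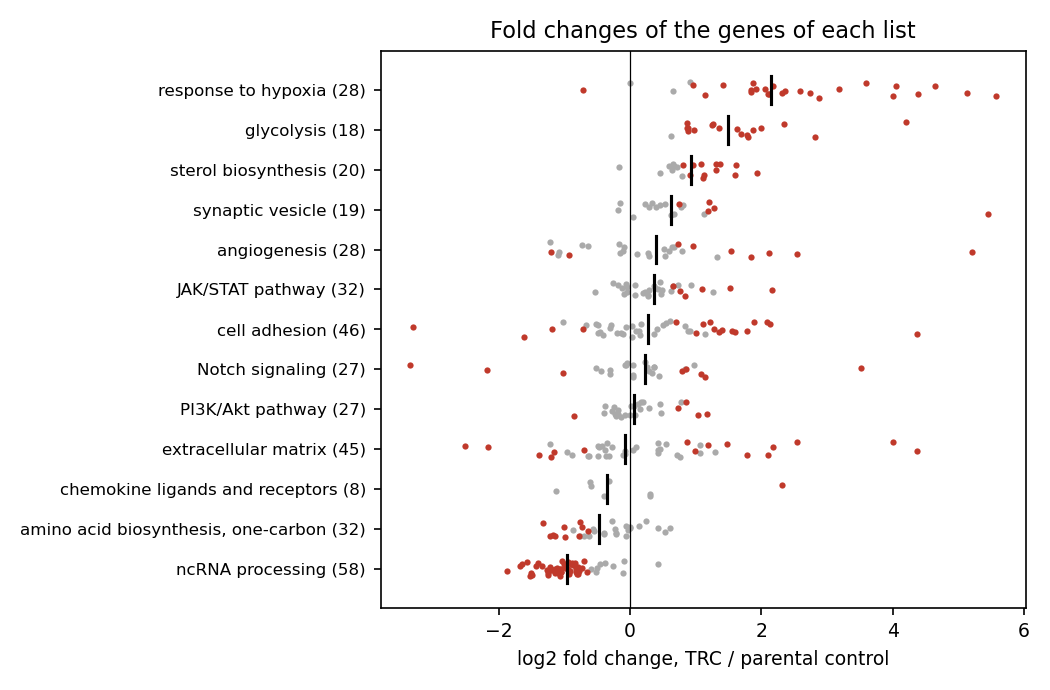
Log2 fold change of TRCs over parental control cells for the genes of each of the 13 lists, with the number of genes tested in parentheses. Each point is a gene, red where its FDR was under 0.05 and grey otherwise, the black bar is the median of the list, and the medians run from 2.15 for the response to hypoxia to −0.96 for ncRNA processing.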

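The 2 sides of this shift were measured separately at the mRNA level. The median log2 fold change of the glycolysis list was 1.49, and all 18 of its genes were higher in TRCs. Of 76 nuclear-encoded genes of oxidative phosphorylation tested, 2 were upregulated, *Ndufv3* and *Ndufa1*, and 0 were downregulated, with 5 higher and 1 lower at an unadjusted p under 0.05. With the replicate block the FDR was 0.0505 for *Ndufv3* and 0.0855 for *Ndufa1*. The median log2 fold change of the 76 genes was 0.042, with 41 genes higher and 35 lower in TRCs, and it lay at the 96.2th percentile of 10000 random lists matched on expression. Of the 76 genes, 71 were higher in TRC replicate 3 than in TRC replicate 1, by a median of −0.27 on the log2 scale for replicate 1 relative to replicate 3, and 42 were lower in TRCs than in control replicate 3 and 21 lower than in control replicate 1. The sign of the median log2 fold change differed when single libraries were left out, with medians from −0.11 to 0.15. Of 12 mitochondrially encoded genes, 0 were differentially expressed, with 1 higher and 1 lower at an unadjusted p under 0.05 and a median log2 fold change of −0.099. Enzyme activity and oxygen consumption were not analysed here.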

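Among 58 genes of ncRNA processing, which includes ribosomal RNA processing, 49 were downregulated in TRCs at FDR under 0.05 where 4.09 were expected (one-sided Fisher's exact test, FDR = 7.11e-47 over the 13 lists), and 57 were lower in TRCs. *Nop58* (ENSMUSG00000026020, chromosome 1 from 59684971 to 59719044) fell from 338 ± 16.4 CPM (SD, n = 2) in control cells to 106 ± 0.678 CPM (SD, n = 2) in TRCs, a log2 fold change of −1.67 (SE 0.19, FDR = 6.49e-11). The log2 fold changes of *Nop2* and *Nop56* were −1.65 and −1.57. Among 32 genes of amino acid biosynthesis and one-carbon metabolism, 10 were downregulated where 2.26 were expected (FDR = 9.66e-05), 25 were lower in TRCs and the median log2 fold change was −0.48. *Phgdh* (ENSMUSG00000053398, chromosome 3 from 98313170 to 98339990), which encodes the enzyme that starts serine synthesis, fell from 318 ± 25 CPM (SD, n = 2) to 159 ± 6.61 CPM (SD, n = 2), a log2 fold change of −0.997 (SE 0.19, FDR = 0.000335). *Shmt1* had a log2 fold change of −1.22, with an FDR of 0.0506 with the replicate block. The median of the amino acid list ranged from −0.66 to −0.21 with each library left out in turn. Of the 16 genes tested from the smaller Reactome set for amino acid synthesis, 2 were downregulated, with 1.13 expected (FDR = 0.574).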

Downregulated Biological Process clusters included transcription and RNA processing, amino acid biosynthesis, and Notch signaling-based regeneration. The downregulation of transcription, RNA processing, and amino acid biosynthesis suggests that these cells prioritize metabolic activities related to repopulation, relative to other cell populations. Since TRCs are assumed to undergo regeneration, the downregulated regeneration GO term appears to be counterintuitive. After looking into the set of genes belonging to the regeneration term, we find that the genes belong to the Notch signaling pathway, which are found to be downregulated in TRCs, and are consistent with a previous study [30]. Therefore, we posit that TRCs utilize separate pathways for regeneration. In addition, we used DAVID [21] to find clusters of enriched functional terms. 

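*Notch1* (ENSMUSG00000026923), on chromosome 2 from 26457903 to 26516663, fell from 8.86 ± 3.15 CPM (SD, n = 2) in control cells to 0.865 ± 0.578 CPM (SD, n = 2) in TRCs, a log2 fold change of −3.35 (SE 0.55, FDR = 4.04e-07). *Notch2* (ENSMUSG00000027878), on chromosome 3 from 98013527 to 98150361, fell from 93.5 ± 39.4 CPM (SD, n = 2) to 46.1 ± 11.4 CPM (SD, n = 2), a log2 fold change of −1.02 (SE 0.33, FDR = 0.00863). *Dtx4* (ENSMUSG00000039982), on chromosome 19 from 12466338 to 12501454, fell from 1.47 ± 0.43 CPM (SD, n = 2) to 0.325 ± 0.0508 CPM (SD, n = 2), a log2 fold change of −2.17 (SE 0.83, FDR = 0.00296). The log2 fold change of *Notch2* ranged from −1.40 to −0.51 with each library left out in turn. With the replicate block, the FDR of *Notch2* was 0.121 and that of *Dtx4* was 0.0566. These were the 3 downregulated genes among 27 genes of Notch signaling tested, where 1.90 were expected (one-sided Fisher's exact test, FDR = 0.321). Of the other genes of the list, 5 were upregulated, 17 of the 27 genes were higher in TRCs, and the median log2 fold change was 0.23. When a 2-fold change was required as well, the same 3 genes gave an FDR of 0.0441. Of the 58 genes tested from the Reactome set for Notch signaling, 4 were downregulated, with 4.09 expected (FDR = 0.652). The genes of the regeneration term itself are not listed in the paper's text and were not analysed here as a set.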

Figure 2d shows a summary of different clusters with upregulation and downregulation. These systems’ biology analyses discovered multiple interesting gene regulatory features and candidate biomarkers of TRCs.

### 3.3. COL2A1 Is a Highly Specific Biomarker of Melanoma TRCs

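A hand-written list of cell adhesion genes had 46 members among the genes tested, and 14 of them were upregulated in TRCs at FDR under 0.05 where 4.05 were expected (one-sided Fisher's exact test, FDR = 6.62e-05). Of the remaining genes, 4 were downregulated. In all, 29 genes were higher and 17 lower in TRCs, with a median log2 fold change of 0.27 and a range from −3.31 to 4.37. The alternative with the fewest upregulated genes of the list was the quasi-likelihood test with the replicate block, with 8. *Ncam1*, *Col2a1* and *F11r*, which the paper picked from these same data, are among the 14. The test of this list is therefore not independent of the paper's choice of genes.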

The cell adhesion cluster revealed top candidates that can serve as novel and specific biomarkers of TRCs, as shown in Table 1. The top biomarkers include *Col2a1*, *Ncam1*, *F11r*, *Col11a2*, *Negr1*, and *Cd47*. 

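*Ncam1* (ENSMUSG00000039542), on chromosome 9 from 49502136 to 49798925, rose from 23.4 ± 3.4 CPM (SD, n = 2) in control cells to 99.6 ± 7.7 CPM (SD, n = 2) in TRCs, a 4.26-fold change (SE of the log2 value 0.22, FDR = 5.5e-16). *F11r* (ENSMUSG00000038235), on chromosome 1 from 171437535 to 171464603, rose from 8.61 ± 1.03 CPM (SD, n = 2) to 37.9 ± 13.7 CPM (SD, n = 2), a 4.40-fold change (SE of the log2 value 0.32, FDR = 2.36e-08). *Cd47* (ENSMUSG00000055447), on chromosome 16 from 49800533 to 49915010, rose from 25.6 ± 5.14 CPM (SD, n = 2) to 59.2 ± 18.3 CPM (SD, n = 2), a 2.31-fold change (SE of the log2 value 0.29, FDR = 0.000408). *Negr1* (ENSMUSG00000040037), on chromosome 3 from 156561794 to 157316445, rose from 1.51 ± 0.45 CPM (SD, n = 2) to 3.98 ± 0.94 CPM (SD, n = 2), a 2.63-fold change (SE of the log2 value 0.53, FDR = 0.0283). In edgeR's quasi-likelihood test the FDR of *Negr1* was 0.0847. For *Col11a2* (ENSMUSG00000024330), on chromosome 17 from 34039437 to 34066685, the fold change was 3.45 (SE of the log2 value 1.20, FDR = 0.0379), but the groups overlapped. Its level was 8.28 and 5.75 CPM in control replicates 1 and 3, 42.3 CPM in TRC replicate 1 and 6.18 CPM in TRC replicate 3, so the difference was not larger than the spread between the TRC libraries. Its FDR in the quasi-likelihood test was 0.151.

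**Figure D3:**
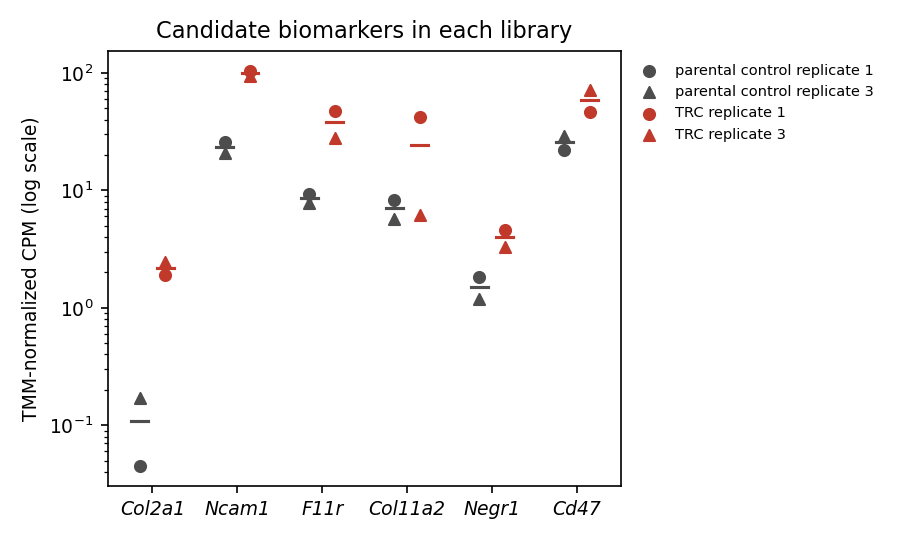
TMM-normalized CPM of the 6 candidate biomarkers on a log scale, for each parental control library (grey) and each TRC library (red). Circles are replicate 1, triangles replicate 3 and horizontal bars the mean of the 2 libraries of a group, and the groups overlap for *Col11a2* only.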

Among these biomarkers, the expression level of *Col2a1* was found to be relatively low in TRCs but approximately twenty-fold higher compared to parental B16F1 control cells. This suggests that *Col2a1* is selectively expressed in TRCs.

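*Col2a1* (ENSMUSG00000022483) lies on the minus strand of chromosome 15 from 97975602 to 98004695. It had 2 and 6 counts in control replicates 1 and 3, and 79 and 103 counts in TRC replicates 1 and 3. These counts correspond to 0.108 ± 0.0884 CPM (SD, n = 2) in control cells and 2.19 ± 0.41 CPM (SD, n = 2) in TRCs, a 20.7-fold change (log2 fold change 4.37, SE 0.92, FDR = 2.23e-08). The level in control replicate 1 was below the smallest detectable share, so the size of the fold change depends on few counts. With each library left out in turn, the log2 fold change ranged from 3.66 to 5.51. In edgeR's quasi-likelihood test the FDR was 0.015, and with the replicate block it was 0.0236. The stricter filters on low counts, which require at least 1 CPM in at least 3 samples or at least 10 counts in every sample, remove the gene. By log2 fold change, *Col2a1* ranked 22 among the genes tested. From its low expression level in TRCs and its higher level than in parental control cells, the paper proposes that *Col2a1* is selectively expressed in TRCs.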

To validate the RNA-seq results, next, we performed real-time qPCR on top 3 highly expressed cell adhesion related transcripts, namely *Col2a1*, *F11r*, and *Ncam1* as shown in Figure 3a. The PCR primer sequences are shown in the Supplementary Table S1. The results shown in Figure 3a are from three biological replicates. The expression level of all three genes tested shows a close correlation between qPCR and RNA-seq data. The qPCR data show that *Col2a1* expression level is seventeen-fold higher in TRCs when compared to parental B16F1 control cells. We further validated the COL2A1 protein expression by immunofluorescence microscopy. When TRCs and their parental B16F1 control cells were fixed and stained with anti-COL2A1 antibody, we found an approximately 14-fold higher total fluorescence signal in TRCs compared to parental control cells (Figure 3b-c). The expression level of *F11r* and *Ncam1* were found to be approximately nine-fold and six-fold higher in TRCs, respectively, which correlates well with the RNA-seq data. Furthermore, we validated *Col2a1* expression in a highly metastatic B16F10 cell line, a metastatic derivative of B16F1 cell line. The immunocytochemistry assay with anti-COL2A1 antibody in B16F10 cell line revealed that *Col2a1* expression in B16F10 TRCs is indeed much higher than parental control cells, consistent with our B16F1 cell line findings (Supplementary Figure S1). However, we observed slightly higher expression of *Col2a1* in B16F10 parental control cells compared to B16F1 parental control cells. This might be due to the presence of more highly metastatic cells within the B16F10 cell population.

### 3.4. A Unique Set of Gene Regulatory Features Exists in TRCs

Table 1 lists cell signaling pathways that may regulate TRC self-renewal, growth, and survival. *Trp53* was among the 34 genes found in a cluster of genes generally associated with nuclear localization and transcriptional regulation. *Trp53* was found to be downregulated in TRCs, although previous research indicated that parental B16F1 melanoma cell line maintains a functional level of TRP53 [31,32]. 

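*Trp53* (ENSMUSG00000059552), on chromosome 11 from 69580359 to 69591873, fell from 179 ± 26.7 CPM (SD, n = 2) in parental control cells to 85.9 ± 6.03 CPM (SD, n = 2) in TRCs. The log2 fold change was −1.06 (SE 0.21, FDR = 0.000241), and both TRC libraries lay below both control libraries. With each library left out in turn it stayed between −1.20 and −0.89. In the quasi-likelihood test with the replicate block the FDR was 0.029. TRP53 protein was not analysed here.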

The JAK/ STAT pathway is generally associated with the self-renewal of stem cells [33,34,35,36]. Interestingly, members of the JAK/ STAT pathway, namely, *Jak2*, *Stat3*, and *Lifr* were found to be upregulated in TRCs as shown by the RNA-seq data (Table 1). 

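*Lifr* (ENSMUSG00000054263), on chromosome 15 from 7090614 to 7197489, rose from 1.09 ± 0.11 CPM (SD, n = 2) in control cells to 4.89 ± 4.17 CPM (SD, n = 2) in TRCs, a 4.46-fold change (SE of the log2 value 0.68, FDR = 0.00765). The TRC libraries differed, with 7.84 CPM in replicate 1 and 1.95 CPM in replicate 3, and in the quasi-likelihood test the FDR was 0.0752. *Stat3* (ENSMUSG00000004040), on chromosome 11 from 100885098 to 100939540, rose from 59.7 ± 3.69 CPM (SD, n = 2) to 107 ± 1.99 CPM (SD, n = 2), a 1.79-fold change (SE of the log2 value 0.20, FDR = 0.00261). *Jak2* (ENSMUSG00000024789), on chromosome 19 from 29251828 to 29313080, had 49.2 ± 4.59 CPM (SD, n = 2) in control cells and 63.1 ± 19.4 CPM (SD, n = 2) in TRCs, a 1.28-fold change (SE of the log2 value 0.27, FDR = 0.379). The groups overlapped for *Jak2*, since TRC replicate 3, with 49.4 CPM, lay below control replicate 3, with 52.5 CPM.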

When we performed the real-time qPCR to validate the expression level of *Jak2*, *Stat3*, and *Lifr*, we found a good agreement with the RNA-seq data (Table 1 and Figure 3a). Both *Jak2* and *Stat3* were found to be upregulated by more than two-fold and *Lifr* by approximately four-fold (Figure 3a). In addition, RNA-seq data also suggest the upregulation of a gene related to the PI3K/ Akt pathway—specifically *Akt3*—which may, in part, contribute to TRC growth and proliferation. The real-time qPCR results also showed that *Akt3* was upregulated in TRCs by approximately three-fold. 

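*Akt1* (ENSMUSG00000001729), on chromosome 12 from 112653821 to 112674884, had 1014 ± 88.1 CPM (SD, n = 2) in control cells and 1053 ± 27.1 CPM (SD, n = 2) in TRCs, a 1.04-fold change (SE of the log2 value 0.19, FDR = 0.911). *Akt2* (ENSMUSG00000004056), on chromosome 7 from 27591552 to 27640826, had 95.5 ± 12 CPM (SD, n = 2) in control cells and 117 ± 8.82 CPM (SD, n = 2) in TRCs, a 1.23-fold change (SE of the log2 value 0.21, FDR = 0.416). With each library left out in turn, the log2 fold change of *Akt1* ranged from −0.032 to 0.15 and that of *Akt2* from 0.17 to 0.43.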

RNA-seq data do not suggest any change in the expression level of other members of the Akt pathway, such as *Akt1/2* (Table 1). 

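*Hif1a* (ENSMUSG00000021109), on chromosome 12 from 73901375 to 73947530, rose from 260 ± 26.2 CPM (SD, n = 2) in control cells to 505 ± 105 CPM (SD, n = 2) in TRCs, a 1.94-fold change (SE of the log2 value 0.23, FDR = 0.00209). *Vegfa* (ENSMUSG00000023951), on chromosome 17 from 46016993 to 46032369, rose from 62 ± 55.4 CPM (SD, n = 2) to 270 ± 153 CPM (SD, n = 2), a 4.35-fold change (SE of the log2 value 1.07, FDR = 0.00221). The libraries of each group differed in *Vegfa*, with 101 and 22.9 CPM in control replicates 1 and 3 and 161.9 and 378.6 CPM in TRC replicates 1 and 3. In edgeR's quasi-likelihood test the FDR of *Vegfa* was 0.0747 and that of *Hif1a* was 0.0363.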

Finally, hypoxia and angiogenesis-related genes, such as *Hif1a* and *Vegfa,* respectively, were found to be upregulated in TRCs but not in parental B16F1 control cells (Table 1 and Figure 3).

## 4. Discussion

The identification of dependable biomarkers is critical for the specific targeting of tumorigenic cancer cells. Soft 3D fibrin gel selected TRCs, a subpopulation of the B16F1 cell line, have been demonstrated to be highly tumorigenic. The expression level of *Cd133*, a cancer stem cell marker, in TRCs was found to be identical to parental B16F1 control cells [14]. Therefore, conventional biomarkers, such as CD133, cannot be used to reliably select and target TRCs. Our current study reveals a highly specific and novel suite of biomarkers of TRCs including the top candidate *Col2a1*. Real-time qPCR data and immunocytochemistry data validated that the *Col2a1* transcript and the protein it encodes are indeed specifically expressed in TRCs. It is interesting to note that *Col2a1* encodes a component of type-II collagen, named the pro-alpha1(II) chain. It is first expressed during eye development and in the cartilage cells of a fully developed animal. Besides the adhesion supporting role, *Col2a1* has been associated with cell signaling pathways, such as transforming growth factor-β (TGF-β)/Smad signaling, which is known to promote metastasis [37,38,39]. Moreover, similar to the cartilage matrix, which is rich in type II collagen, the building blocks of the tumor niches may be provided by the availability of type II collagen component, such as COL2A1. Therefore, it is not unreasonable to implicate the tumor repopulating cells’ ability to engineer the tumor niche. A recent report also demonstrates a similar upregulation in *Col2a1* expression in breast cancer cells [40].

The RNA-seq data revealed the cryptic and unique gene regulatory features of TRCs. *Trp53* is a transcriptional regulator involved in cell growth and apoptosis and has been well characterized as a tumor suppressor. Although it is well documented that parental B16F1 cells have a functional *Trp53* gene [31,32], our RNA-seq data found an approximately two-fold downregulation of *Trp53* expression in TRCs, potentially revealing a mechanism underlying TRC tumorigenicity. Consistent with our findings, a recent study suggests that the expression level of *Trp53* in TRCs was lower than parental B16F1 cells [41]. PI3K/ Akt pathway is involved in cell growth, proliferation, and survival among many other critical functions. Our study shows similar *Akt1/2* kinase expression level in both parental control cells and TRCs. Consistent with our results, a previous study demonstrated that inactivation of *Akt1/2* kinase had very little effect on TRC growth and proliferation [14]. When we further investigated the possible upregulation of other Akt kinases that could be linked to the proliferation of cancers, including melanoma [42,43,44], we found *Akt3* to be upregulated in TRCs by more than two-fold (Table 1 and Figure 3a). In metastatic melanomas, it has been reported in the past that the selective activation of *Akt3*, but not *Akt1/2*, increases the survival rate of tumorigenic cells and tumor development in 40–60% of non-familial melanomas [45]. It is interesting to note that the sterol biosynthesis pathway is very active in TRCs (Supplementary Figure S2). 

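Of the 20 genes in the sterol biosynthesis list, 19 were higher in TRCs, and the median log2 fold change was 0.93. *Hmgcs1* (ENSMUSG00000093930), on chromosome 13 from 119690379 to 119708260, rose from 146 ± 51 CPM (SD, n = 2) in control cells to 444 ± 45.3 CPM (SD, n = 2) in TRCs, a log2 fold change of 1.60 (SE 0.27, FDR = 6.5e-07). *Fdft1* (ENSMUSG00000021273), on chromosome 14 from 63145150 to 63179578, rose from 59.7 ± 22.5 CPM (SD, n = 2) to 183 ± 19.8 CPM (SD, n = 2), a log2 fold change of 1.62 (SE 0.29, FDR = 7.52e-07). *Sqle* (ENSMUSG00000022351), on chromosome 15 from 59315077 to 59331192, rose from 121 ± 13.2 CPM (SD, n = 2) to 313 ± 68.3 CPM (SD, n = 2), a log2 fold change of 1.36 (SE 0.23, FDR = 2.56e-06). The control libraries also differed from each other, by a median of −0.60 on the log2 scale for replicate 1 relative to replicate 3. The median log2 difference of TRCs was 1.36 from control replicate 1 and 0.65 from control replicate 3. Of the 22 genes tested from the Reactome set for cholesterol biosynthesis, 12 were upregulated, with 1.94 expected (one-sided Fisher's exact test, FDR = 3.18e-07).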

Currently, we do not know why TRCs behave like this and we will investigate this in the future.

Generally, mouse pluripotent stem cells rely on self-renewal via the JAK/ STAT pathway [34,36]. Our RNA-seq data show TRCs expressing upregulated genes related to the JAK/STAT pathway (Table 1, Figure 3, and Supplementary Figure S3). 

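Among 32 genes of the JAK/STAT pathway, 6 were upregulated at FDR under 0.05 where 2.82 were expected (one-sided Fisher's exact test, FDR = 0.075), and 24 were higher in TRCs, with a median log2 fold change of 0.37. With the filter of at least 1 CPM in at least 3 samples, 7 genes of the list were upregulated and the list passed FDR 0.05. Of the 9 genes tested from the Reactome set for interleukin-6 signaling, 1 was upregulated, with 0.793 expected (FDR = 0.652). The gene with the smallest FDR was *Ptpn6* (ENSMUSG00000004266), on chromosome 6 from 124720707 to 124738714, which rose from 7.72 ± 3.46 CPM (SD, n = 2) in control cells to 22.3 ± 2.62 CPM (SD, n = 2) in TRCs, a log2 fold change of 1.52 (SE 0.36, FDR = 0.0015), and which encodes a phosphatase. With the replicate block its FDR was 0.0529. The test of the list counted membership only, so it does not show whether the upregulated genes activate or limit the pathway. Of 51 chemokine and chemokine receptor genes, 8 were expressed highly enough to be tested, and 1 was upregulated (FDR = 0.522), as was 1 of the 8 genes tested from the Reactome set for chemokine receptors (FDR = 0.652). This gene, *Cxcr3* (ENSMUSG00000050232), rose from 0.525 ± 0.139 CPM (SD, n = 2) to 2.60 ± 0.10 CPM (SD, n = 2), a log2 fold change of 2.31 (SE 0.65, FDR = 0.000321). The genes of the pathway shown in Supplementary Figure S3 are not listed in the paper's text.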

Consistent with our findings, past studies have indicated that many types of cancers, including melanoma, involve the active JAK/STAT pathway [46,47]. This may be due to the acquisition of cancer-stem-cell-like self-renewal properties by the active JAK/STAT pathway. The translocation of STAT3 protein allows direct binding to DNA promoting cell growth, survival, anti-apoptosis, migration and metastasis [48,49,50]. Furthermore, a recent study suggests that STAT3 activation also perturbs the dormancy of melanoma tumor repopulating cells [51]. Our RNA-seq data identified an approximately two-fold upregulation of both *Jak2* and *Stat3* in TRCs. However, it is beyond the scope of this work to undertake detailed analysis and perturbation of JAK/STAT pathway as a therapeutic approach for targeting melanoma TRCs.

TRCs display a unique growth advantage over non-TRCs. 

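Of the 18 genes of the hand-written glycolysis list, *Eno2* alone was not differentially expressed (FDR = 0.491). *Aldoc* (ENSMUSG00000017390), on chromosome 11 from 78322968 to 78327781, rose from 13 ± 2.22 CPM (SD, n = 2) in parental control cells to 240 ± 88.7 CPM (SD, n = 2) in TRCs, a log2 fold change of 4.21 (SE 0.29, FDR = 2.32e-36). *Pfkl* (ENSMUSG00000020277), on chromosome 10 from 77986947 to 78010083, rose from 56.6 ± 1.61 CPM (SD, n = 2) to 401 ± 263 CPM (SD, n = 2), a log2 fold change of 2.82 (SE 0.38, FDR = 1.19e-10). *Gpi1* (ENSMUSG00000036427), on chromosome 7 from 34201330 to 34230336, rose from 508 ± 104 CPM (SD, n = 2) to 2033 ± 635 CPM (SD, n = 2), a log2 fold change of 2.00 (SE 0.27, FDR = 3.67e-10). The TRC libraries differed from each other, and 16 of the 18 genes were higher in replicate 3, by a median of −0.88 on the log2 scale for replicate 1 relative to replicate 3. Several of these genes have processed pseudogenes, whose shared reads were not counted. Of the 21 genes tested from the Reactome set for glycolysis, 15 were upregulated, with 1.85 expected (one-sided Fisher's exact test, FDR = 4.9e-11).

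**Figure D4:**
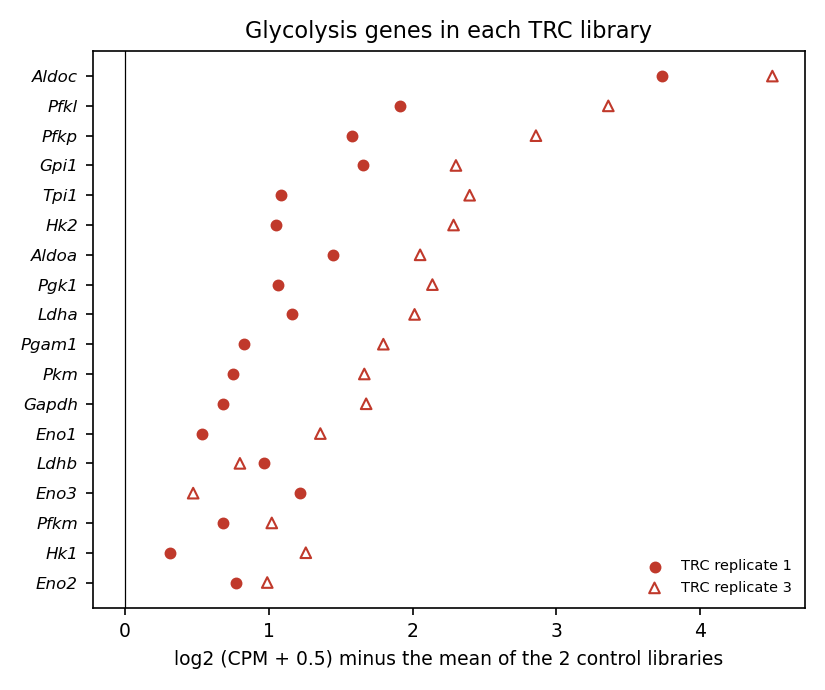
Log2 expression (CPM plus 0.5) of 18 glycolysis genes in TRC replicate 1 (filled circles) and TRC replicate 3 (open triangles), each minus the mean of the 2 parental control libraries. All points lie above 0, and for 16 of the genes replicate 3 lies to the right of replicate 1.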

As with many metastatic cancers, TRCs show an upregulation of glycolysis pathway, as is evident from our KEGG pathway data analysis (Supplementary Figure S4). The genes associated with the glycolysis pathway are observed to be highly upregulated. This phenomenon, also referred to as the Warburg Effect, is a known hallmark of many cancers. Cells exhibiting the Warburg Effect produce energy via glycolysis followed by lactic acid fermentation, regardless of the availability of oxygen. Our data also indicate TRC adaptation to even a low oxygen environment, possibly via the upregulated HIF1A/hypoxia pathway. 

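In the list of genes of the response to hypoxia, which holds many targets of HIF1A, 27 of the 28 genes were higher in TRCs. *Bnip3* (ENSMUSG00000078566), on chromosome 7 from 138890836 to 138909519, rose from 24.5 ± 6.73 CPM (SD, n = 2) in parental control cells to 859 ± 540 CPM (SD, n = 2) in TRCs, a log2 fold change of 5.13 (SE 0.38, FDR = 2.37e-27). *Selenbp1* (ENSMUSG00000068874), on chromosome 3 from 94933056 to 94944758, rose from 16.9 ± 0.636 CPM (SD, n = 2) to 422 ± 311 CPM (SD, n = 2), a log2 fold change of 4.64 (SE 0.41, FDR = 1.22e-20). The ankyrin repeat gene *Ankrd37* (ENSMUSG00000050914), on chromosome 8 from 45996902 to 46005707, rose from 0.713 ± 0.435 CPM (SD, n = 2) to 33.6 ± 16.1 CPM (SD, n = 2). As for glycolysis, the TRC libraries differed, with 26 of the 28 genes higher in replicate 3 and a median of −0.99 on the log2 scale for replicate 1 relative to replicate 3. Between the control libraries the median difference was 0.037. The Reactome set for regulation of expression by hypoxia-inducible factor had 5 genes tested, and 1 was upregulated (one-sided Fisher's exact test, FDR = 0.581). Oxygen levels in the gels were not analysed here.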

Together, we propose that a higher rate of metabolism of glucose leading to lactic acid production even in hypoxic conditions provides TRCs a growth advantage over non-TRCs. It has been speculated that the upregulation of glycolysis leading to lactic acidosis allows for the evolution of a cell subpopulation that becomes resistant to even acid-induced cell toxicity. Our soft 3D-fibrin-gel selected TRCs match this description fairly well. Our data indicates that TRCs with upregulated glycolysis and acidic microenvironment resistance display a strong growth advantage, thus promoting proliferation and tumorigenicity.

## 5. Conclusions

In conclusion, our study revealed a set of a highly specific and novel biomarkers of melanoma TRCs in addition to active signaling pathways related to B16F1 melanoma TRC self-renewal, growth, proliferation, and survival. For the neutralization of TRCs, the perturbation of signaling pathways, such as JAK/STAT and PI3K/Akt3, will be studied in the future more comprehensively. Moreover, the presence of the COL2A1 protein in human melanoma tumor sections will be validated in the future. Future studies will be designed to unveil the role of biomarkers, such as COL2A1, F11R, NCAM1, and CD47, for the successful targeting and neutralization of TRCs.

## Figures and Tables

**Figure 1:**
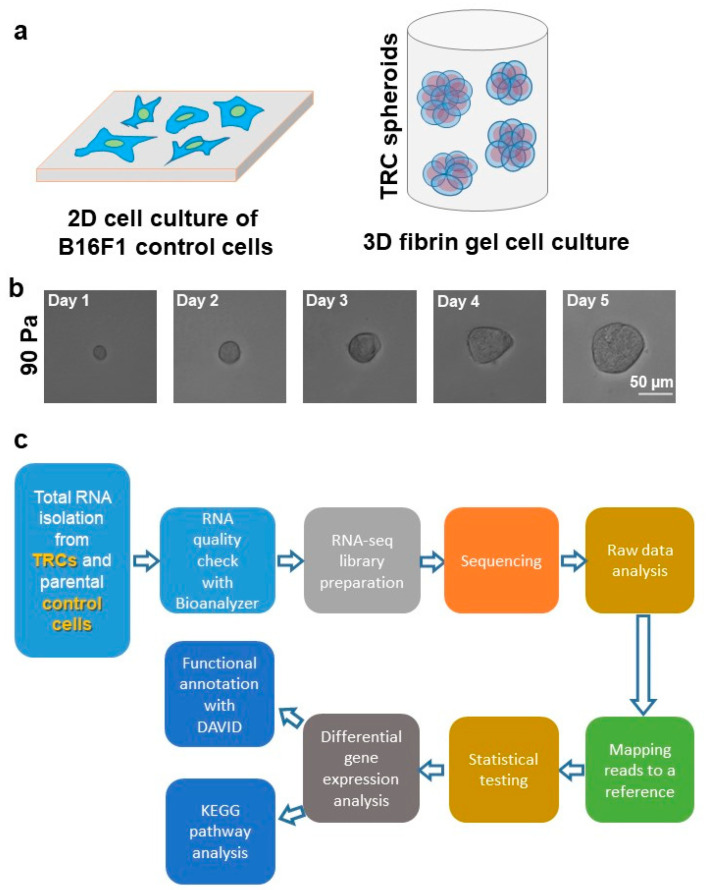
Isolation and differential gene expression analysis of soft 3D fibrin gel selected TRCs. (**a**) A schematic displaying 2D culture condition of parental B16F1 control cells and TRC spheroid generation in soft 3D fibrin gel. (**b**) Single B16F1 parental control cells, when cultured in 3D fibrin gel of 90 Pa stiffness, grow into multicellular spheroids. A tracked single cell is shown here giving rise to a TRC spheroid in 5 days. (**c**) A pipeline of RNA-seq data analysis is shown here.

**Figure 2:**
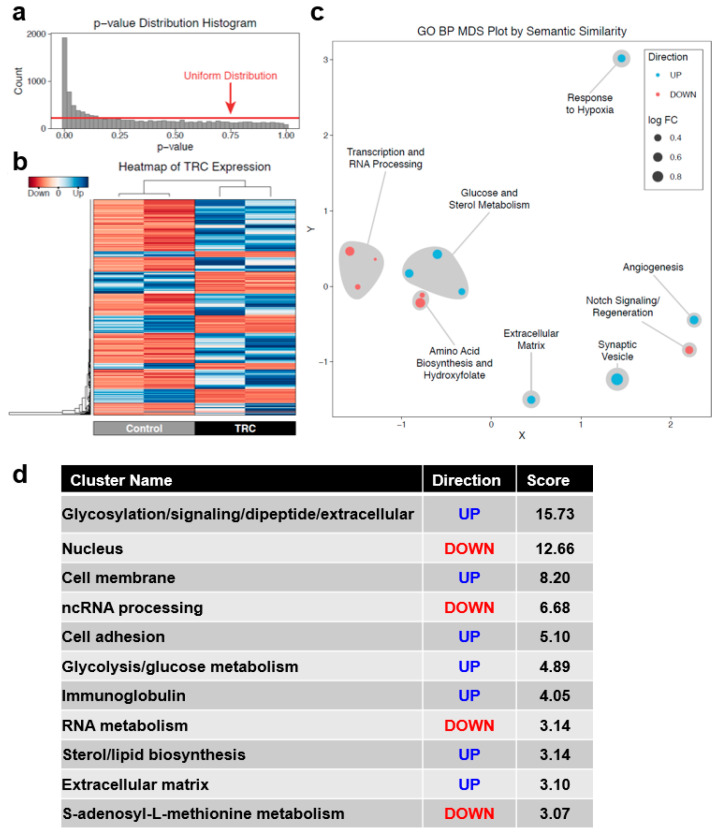
A summary of the RNA-seq data is reported here. (**a**) The RNA-seq experiment demonstrates significant deviation away from the theoretical uniform distribution (red line) with a spike towards zero, indicating that there are marked alterations in global expression measured in this experiment. (**b**) Genes differentially expressed at FDR < 0.05 and expression ≥ two-fold show strong differences between TRCs and parental control cells. (**c**) Non-metric MDS on semantic similarity of GO Biological Process terms altered in TRCs relative to parental control cells demonstrates a few discrete clusters of terms related to assorted tumor processes. (**d**) A summary of upregulation (blue) and downregulation (red) of different clusters is shown here.

**Figure 3:**
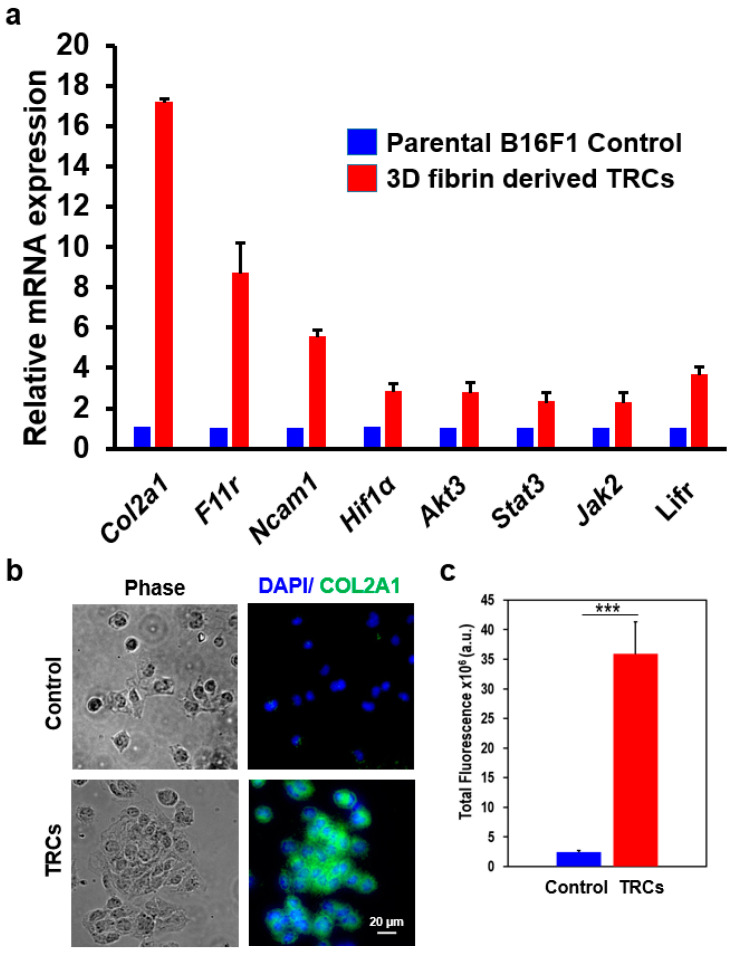
Validation of differential expressed genes of TRCs. (**a**) Quantification of candidate biomarkers and differentially expressed genes of TRCs by quantitative real-time PCR experiments. Data represent mean ± s.e.m. and from three independent experiments. A 2^−ΔΔ*C*t^ method was used for gene expression with each gene *Ct* normalized by the *Ef1a* housekeeping gene. No reverse transcriptase control was used as a negative control. (**b**) Validation of the COL2A1 protein expression by immunofluorescence microscopy. Cells were fixed and labeled with anti-COL2A1 primary antibody followed by FITC-conjugated secondary antibody and counterstained with DAPI. COL2A1 signal was much higher in fixed TRCs (2nd row) compared to fixed parental control cells (1st row). (**c**) The total fluorescence signal of anti-COL2A1: FITC of single TRCs was found to be significantly higher compared to parental control cells and presented in a bar blot (n = 25 for both TRC and control cells; *** represents *p* < 0.001).

**Table 1:** TRC candidate biomarkers and differentially expressed genes related to various signaling pathways.

	Gene Name	Fold Change
**Cell surface biomarkers**	*Col2a1*	20.82
	*Ncam1*	7.7
	*F11r*	4.41
	*Col11a2*	3.45
	*Negr1*	2.64
	*Cd47*	2.31
**p53 pathway**	*Trp53*	−2.07
**JAK/ STAT pathway**	*Lifr*	4.47
	*Jak2*	1.51
	*Stat3*	1.97
**Hypoxia related genes**	*Hif1a*	1.96
**Angiogenesis**	*Vegfa*	4.36
**PI3K/ Akt pathway**	*Akt1*	1.04
	*Akt2*	1.23
	*Akt3*	2.25

## Supplementary Materials

The following are available online at https://www.mdpi.com/2227-9059/8/9/360/s1, Supplementary Experimental Procedures, Table S1: Forward and reverse primer sequences, Figure S1: Upregulation of COL2A1 in B16F10 TRCs, Figure S2: Upregulation of steroid synthesis in TRCs, Figure S3: The chemokine signaling pathways were found to be active in TRCs, and Figure S4: The glycolysis pathway is very active in TRCs.

How the deposited data were processed for this re-analysis (not part of the article)

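RNA was sequenced from 4 samples, 2 of parental B16F1 control cells and 2 of TRCs isolated on day 5 from fibrin gels of 90 Pa stiffness. The authors prepared stranded libraries, trimmed the single-end reads with Trimmomatic, aligned them to GRCm38 with Tophat2 and Ensembl annotation, and counted them on genes with htseq-count. The deposited values are raw counts per Ensembl gene, one set per library, not normalized, with the htseq-count totals for alignments on no gene, ambiguous alignments and alignments that were not unique. The mode and strand setting of htseq-count are not named in the paper's text. Samples were grouped by the sample labels and the paper's methods, and the numbers 1 and 3 of the labels were kept as replicate numbers.

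Counts on genes ranged from 35948295 to 43511554 per library, with a median of 39443281.5 for control cells and 42047079 for TRCs. The file of each library lists 39179 genes, of which 19571 had a count in at least 1 library. Gene symbols, positions, types, GC content and transcript length came from the GENCODE M21 annotation of GRCm38, in which 37607 of the identifiers were found. A symbol was found for 11398 of the 11483 genes tested, and GC content for 99.3% of them. Intervals and floors cover counting error only.

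The main setting was set from the paper's methods. The paper's text does not say whether CPM for its filter was computed before or after the totals that are not genes were removed. Here these totals were removed first, a gene was removed when it had less than 1 CPM in at least 3 of the 4 samples, TMM factors were computed, and common and tagwise dispersions and the exact test were run in edgeR 4.0.16 under R 4.3.3 with a prior count of 0.125 for fold changes. The paper used an earlier edgeR version. Genes with a Benjamini-Hochberg FDR under 0.05 were called differentially expressed. Standard errors came from DESeq2 1.42.0. CPM values are counts divided by the TMM-scaled library size. Library differences on the log2 scale used CPM plus 0.5.

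Enrichment was tested with a one-sided Fisher's exact test in R with all genes tested as background. The GO, DAVID and KEGG resources used by the authors were not used here. In their place stood gene lists written by hand before the data were examined, with 13 lists of processes the paper names, adjusted together. Some lists hold genes that the paper names from these same data. Examples are *Ncam1*, *Col2a1* and *F11r* for cell adhesion, and *Stat3* and *Lifr* for JAK/STAT. The tests of such lists are not independent of the paper's results. Further lists, tested in both directions in a family of 16 tests, covered oxidative phosphorylation, mitochondrially encoded genes, p53 targets, pigment genes, the cell cycle, leukocyte genes, the interferon response and the serum response. For each list, the median log2 fold change was also ranked among 10000 random lists of the same size matched on mean expression. Reactome sets and camera from limma 3.58.1, with an inter-gene correlation of 0.01, were alternatives.

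Genes named in the text were chosen by a rule fixed before the data were examined. They are the genes of Table 1 and *Prom1* (*Cd133*), the 5 upregulated and 5 downregulated genes with the largest absolute log2 fold change among those with FDR under 0.05, a mean of at least 1 CPM in the higher group, no overlap between the groups and a symbol, and from each list up to 3 genes with the smallest FDR in the direction tested. The exceptions are *Eno2*, named as the gene of the glycolysis list that was not differentially expressed, and genes named only as labels in the plot of glycolysis genes. Some genes that the rule selects are not reported here.

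The alternatives set before the data were examined were a filter of at least 1 CPM in at least 3 samples, no filter, at least 10 counts in every sample, DESeq2 size factors, library size only, dispersions shrunk toward a trend, edgeR's quasi-likelihood test without and with a replicate block and with the block and a loess correction for GC content and transcript length, DESeq2's Wald test, the ratio of mean CPM without a prior count, each library left out in turn, and for lists camera, Reactome sets and an added 2-fold change. A filter on CPM computed over all alignments of a library, those not on genes included, was added after the data were examined. A leave-one-out fit has 1 library in a group, so its fold changes are given without p-values.

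The tests were also tested on simulated data with 2 libraries per group, in which 200 of 11483 genes were changed by 1.5 on the log2 scale. The exact test recovered 168 of these genes with 18 false calls, and made 1 call when no gene was changed. The quasi-likelihood test recovered 157 with 5 false calls, with the replicate block 165 with 23, and DESeq2's Wald test 164 with 29. The simulated genes varied independently, with the tagwise dispersions of the main fit and no difference by replicate. The real libraries differed in whole lists of genes, so these counts of false calls need not hold for them. A simulated shift of 0.25 on chromosome 7 between libraries was recovered as 0.22. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. The qPCR and immunofluorescence measurements have no deposited values and were not analysed here.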

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

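The tests of explanations given here were chosen only after the result they test was seen. The alternatives quoted here, such as the quasi-likelihood test, were themselves set before the data were examined. The results below are signals in genes or values that the paper does not discuss. The groups, of 2 libraries each, are too small for a test of single outlying samples.

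The largest log2 fold changes were 7.52 for *Aire*, 6.48 for *Kcnj13*, 6.01 for *Mgarp*, 5.81 for *Kbtbd11* and 5.58 for *Ankrd37*, and −3.86 for *Prkg2*, −3.83 for *Adh7*, −3.79 for *Sucnr1*, −3.54 for *Slc7a11* and −3.35 for *Notch1*. The paper discusses Notch signaling but names none of these genes. After a correction for GC content and transcript length, 10 of the 10 genes kept an FDR under 0.05, with a highest FDR of 0.00964 and a smallest absolute log2 fold change of 3.52. The genes were chosen for their large changes and low FDR, so this shows no stability, and a part of the changes that comes from GC content and transcript length cannot be told apart. Library size only moved the median of all genes by −0.028, so normalization does not account for changes of this size. Reads shared between paralogs and reads from other cells were not tested for these genes. The changes cannot be told apart from such reads, and culture in a gel and selection cannot be told apart in this design.

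*Aire* lies next to the glycolysis gene *Pfkl* on the same strand of chromosome 10, and *Aire* begins 19938 bp beyond the end of *Pfkl* in the coordinates of the genome. Both genes are on the minus strand, so *Aire* lies upstream of *Pfkl*, and transcription that runs on past the end of *Pfkl* moves away from *Aire* and cannot supply its counts. *Aire* counts per 100 *Pfkl* counts were 2.49 in TRC replicate 1 and 1.62 in TRC replicate 3, against 0.081 and 0.049 in control replicates 1 and 3. This ratio restates the fold changes of the 2 genes, of which *Aire* was chosen for the size of its change, and rests on 2 counts and 1 count of *Aire* in the controls. It cannot decide whether transcription that starts upstream of *Aire* crosses both genes, and the *Aire* increase cannot be told apart from that.

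Of 40 cell cycle genes, 12 were downregulated in TRCs where 2.82 were expected (one-sided Fisher's exact test, FDR = 0.000198 over 16 tests), and 37 were lower, with a median log2 fold change of −0.51. At an unadjusted p under 0.05, 21 were lower and 0 higher. The genes with the smallest FDR were *Cdc6*, *Foxm1* and *Mcm3*, with log2 fold changes of −1.30, −0.90 and −1.06. After the correction for GC content and transcript length the median was −0.58. The control libraries differed, by a median of −0.41 for replicate 1 relative to replicate 3, but TRCs were lower than each of them, with medians of −0.29 relative to control replicate 1 (33 of 40 genes lower) and −0.66 relative to control replicate 3 (38 of 40 lower). A scaling moves all genes alike, and the median of the list lay at percentile 0 of 10000 random lists matched on expression. A scaling therefore does not account for the fall of the list relative to other genes. With edgeR's quasi-likelihood test 4 genes of the list were downregulated and the list had an FDR above 0.05, so the call depends on the test. A lower share of dividing cells among TRCs may be an explanation, and it was not tested, since growth was not measured in these samples. Density of the parental culture, which no label gives, could not be tested.

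Between the TRC libraries, genes of whole chromosomes differed together. The median log2 difference of TRC replicate 1 from TRC replicate 3 was 0.22 on chromosome 7, 0.25 on chromosome 14, −0.17 on chromosome 11 and −0.19 on chromosome 17. On the other chromosomes it lay between −0.080 and 0.056, and between the control libraries it lay between −0.084 and 0.065 over 20 chromosomes. In a permutation test with 1000 shuffles of the genes over the chromosomes, each of the 4 shifts had p = 0.001, the smallest they can give. This test treats genes as independent, and chromosome 2, with the smaller shift of −0.080, also reached this smallest value, with 16 of its 19 bins on the same side. After the correction for GC content and transcript length the shift of chromosome 7 was 0.24. It was 0.23 in its lower-expressed genes and 0.19 in its higher-expressed genes. All 15 of its bins of 10 Mb had the same sign, as did all bins of chromosomes 14, 11 and 17, so a few regions of coregulated genes do not account for it. The controls with the same numbers differed by 0.048, which goes against a batch shared by number. Relative to the controls, TRC replicate 1 was shifted by 0.27 on chromosome 7 and TRC replicate 3 by 0.047. A candidate explanation is a difference in copy number of these chromosomes between the cultures, from which the pattern cannot be told apart without DNA, and which could also be present before the gel culture. On chromosome 7, 99 genes were upregulated and 24 downregulated, so part of the differential expression on it may follow replicate 1 alone.

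In TRC replicate 3, 25.2% of the alignments were not unique, against 15.2%, 17.1% and 18.3% in control replicates 1 and 3 and TRC replicate 1. These totals count alignments and not reads, so a read aligned at many places counts many times. Ribosomal protein genes took 3.91% and 4.16% of the counts on genes in control replicates 1 and 3, 3.69% in TRC replicate 1 and 4.17% in TRC replicate 3. Counts on genes leave out the alignments that were not unique, so these shares cannot decide whether reads shared with ribosomal protein pseudogenes are the source, and the pattern cannot be told apart from it. Residual ribosomal RNA and other repeats cannot be seen in the counts on genes and were not tested, and no biological explanation was tested.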

How the results depend on the processing

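All tests given here were chosen before the data were examined, except the filter on CPM over all alignments. No scaling alternative moved the median log2 fold change of all genes by more than 0.1, the largest shift being −0.045 with the GC and length correction. The cause was not tested for any of the changes given here.

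The number of genes tested was 19571 with no filter on low counts. The number of differentially expressed genes stayed within 1.5 times 1822 with the alternatives other than the quasi-likelihood test without a GC and length correction. That test gave 1054 genes, 567 up and 487 down, with 435 up at a 2-fold change, and with the replicate block it gave 785 genes, 477 up and 308 down, with 393 up and 189 down at a 2-fold change.

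Of the genes of Table 1, *Col2a1*, *Ncam1*, *F11r*, *Cd47*, *Trp53*, *Jak2*, *Stat3*, *Hif1a* and *Akt2* kept their direction and their side of FDR 0.05 with each alternative test, filter and normalization that kept the gene. The filters of 1 CPM in 3 samples and of 10 counts in every sample removed *Col2a1*, *Prom1*, *Aire*, *Kcnj13*, *Sucnr1* and *Unc13a*, and the former also removed *Mgarp*, *Prkg2*, *Pgf*, *Dtx4*, *Cxcr3* and *Fosb*, so they give no value for these genes. With the quasi-likelihood test and no replicate block, *Col11a2* (log2 fold change 1.79), *Negr1* (1.40), *Lifr* (2.16) and *Vegfa* (2.12) lost their call. With the replicate block, *Col11a2* (1.26), *Negr1* (1.41), *Lifr* (1.87) and *Vegfa* (2.35) lost it. With the block and the GC and length correction, *Col11a2* (1.06) lost it and *Akt1* reversed to −0.10. *Col11a2* also lost it with no filter (1.76), dispersions shrunk toward a trend (1.79) and DESeq2's Wald test (1.79), and *Vegfa* with DESeq2's Wald test (2.13).

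With each library left out in turn, log2 fold changes ranged from 3.66 to 5.51 for *Col2a1*, 1.69 to 2.46 for *F11r*, −0.20 to 2.58 for *Col11a2*, 1.12 to 1.74 for *Negr1*, 0.81 to 2.83 for *Lifr*, −0.011 to 0.63 for *Jak2*, 0.71 to 1.15 for *Hif1a*, 1.37 to 3.56 for *Vegfa*, −0.032 to 0.15 for *Akt1* and −2.90 to 0.37 for *Prom1*. Those of *Col11a2*, *Jak2*, *Akt1* and *Prom1* changed sign.

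The lists of glycolysis, sterol biosynthesis, ncRNA processing and cell adhesion kept an FDR under 0.05 with each alternative run for them. The synaptic vesicle list lost it with 4 genes at 1 CPM in 3 samples, 4 with no filter, 4 at 10 counts in every sample, 2 with the quasi-likelihood test, 3 with the replicate block and 5 with DESeq2's Wald test. The angiogenesis list lost it with 5 genes with library size only, 6 with a trend, 3 with the quasi-likelihood test, 3 with the replicate block, 4 with DESeq2's Wald test, and with camera (FDR = 0.0837). The extracellular matrix list lost it with 5 genes with the replicate block, 7 with the block and the GC and length correction, 8 with DESeq2's Wald test, and with camera (FDR = 0.679). The JAK/STAT list gained it with 7 genes at 1 CPM in 3 samples, 5 with no filter, 6 with library size only, 7 with the block and the GC and length correction, and with camera (FDR = 0.00917). The Notch list gained it with 3 genes at a 2-fold change, while camera gave the opposite direction (FDR = 0.321), as it did for the chemokine list (FDR = 0.907). With Reactome sets, the hypoxia list lost it with 1 gene of 5 and the amino acid list with 2 genes of 16. The cell cycle list lost it with 4 genes with the quasi-likelihood test, 4 with the replicate block and 3 at a 2-fold change.

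With each library left out in turn, list medians changed sign for extracellular matrix (−0.20 to 0.11), PI3K/Akt pathway (−0.030 to 0.042), nuclear-encoded oxidative phosphorylation (−0.11 to 0.15), mitochondrially encoded genes (−0.33 to 0.28), p53 targets (−0.14 to 0.12), interferon response (−0.29 to 0.96) and fibroblast serum response (−0.17 to 0.036). Leaving out a library breaks a same-numbered pair. The interferon and extracellular matrix lists differed by number in both groups, so their change of sign can come from that difference. The same holds for mitochondrially encoded genes. For replicate 1 relative to replicate 3 their medians were 0.66 in the controls and 0.069 in the TRCs. For nuclear-encoded oxidative phosphorylation the medians were −0.15 and −0.27, so it cannot be excluded there either. The PI3K/Akt median was also reversed, at −0.039, with the replicate block and the GC and length correction.

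Among 79 other results in 909 comparisons, 29 were weaker, 0 stronger, 10 moved and 1 reversed. The depth limits *Col2a1*, whose control counts were 2 and 6, and *Aire*, whose control counts were 2 and 1, so that the size of their fold changes is uncertain.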

Differences from the paper's values

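The fold change of *Ncam1* was 4.26, against the paper's 7.7 in Table 1. With the alternatives set before the data were examined it lay between 3.86 and 4.75, and none of them closed the gap. The fold change of *Stat3* was 1.79, against the paper's 1.97 in Table 1, a difference larger than the spread between replicates. With the alternatives set before the data were examined it lay between 1.66 and 1.87, and none of them closed the gap.

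The paper's real-time qPCR value for *F11r* is about 8.7 in Fig. 3a, read by eye, with an SEM of about 1.5, and the fold change from the counts was 4.40. With the alternatives set before the data were examined it lay between 3.24 and 5.5, and none of them closed the gap. The paper's qPCR value for *Jak2* is about 2.3 in Fig. 3a, read by eye, and the fold change from the counts was 1.28. Of the alternatives set before the data were examined, leaving out TRC replicate 3 gave 1.55, which is not counted as different, and the others gave values between −1.01 and 1.37, which are. The qPCR samples are separate from the sequenced ones.

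The paper names *Jak2* as upregulated in TRCs by RNA-seq, and the FDR of *Jak2* was 0.379, with overlapping groups.

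The paper's counts are 11208 genes tested and 1809 differentially expressed genes, 1004 upregulated and 805 downregulated, with 649 and 296 at a 2-fold change or more, and the values from the counts were 11483, 1822, 1012, 810, 670 and 305, which are not counted as different. A filter on CPM computed over all alignments of each library was chosen after seeing the values. It gave 1809, 1004, 805, 649 and 296, with 11223 genes tested. The values were the same with library sizes over the counts on genes and over all alignments. In the same search, chosen after seeing the values, 1 CPM in all 4 samples gave 10785 genes tested and 1690 differentially expressed. With 1 CPM over all alignments in 3 samples the values were 10895 and 1672. With dispersions shrunk toward a trend, the filters over all alignments gave 1896 genes for 2 samples and 1765 for 3 samples. Of the alternatives set before the data were examined, a filter of at least 10 counts in every sample gave 649 upregulated genes with a 2-fold change.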

Other observations

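The tests of explanations given here were chosen only after the result they test was seen. The exception is the test of the hypoxia list without the genes of 4 chromosomes. The alternatives quoted, such as the replicate block, were themselves set before the data were examined.

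There are 3 ways to divide the 4 libraries into groups of 2. The real one gave 1822 differentially expressed genes. Dividing by replicate number gave 0, with 61 genes at an unadjusted p under 0.05, and the crossed division gave 2, with 91 genes at an unadjusted p under 0.05. Thus 1 of the 3 splits gave as many genes, and with 3 splits the share cannot be small enough to rule out a division by chance. The crossed split parts both same-numbered pairs, as the real one does, while the split by number keeps these pairs together. Each group of these other divisions mixes a control with a TRC library, so the difference between conditions adds to the spread within groups. Their low counts therefore cannot serve as a null for the 1822 genes or show that the number has no effect.

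The genes of the response to hypoxia differed between the TRC libraries by a median of −0.99 on the log2 scale for replicate 1 relative to replicate 3, with 26 of 28 genes higher in replicate 3. After the correction for GC content and transcript length the median was −0.94. The 10 highest genes took 8.03% of the counts in TRC replicate 3 and 7.76% in replicate 1, so a few genes taking most of the counts do not account for it. The controls with the same numbers differed by a median of 0.037, which goes against a batch shared by number. Without the genes of chromosomes 7, 14, 11 and 17, 21 genes were left, with a median of −0.77 and 19 genes higher in replicate 3, so the difference is not explained by these chromosomes. For the 13 glycolysis genes left in the same way the median was −0.97, with 12 higher in replicate 3. A stronger hypoxia response in 1 of the cultures may be an explanation, for example from spheroid size or density, which no label gives and which could not be tested.

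The hypothesis that lower oxidative phosphorylation mRNA accompanies higher glycolysis mRNA in TRCs was tested on 76 nuclear-encoded genes. Their median log2 fold change was 0.042, at percentile 96.2 of matched random lists, and 0 genes were downregulated (FDR = 1), with 1 lower at an unadjusted p under 0.05. The TRC libraries differed for this list, with 71 of 76 genes higher in replicate 3, and 42 genes were lower in TRCs than in control replicate 3 against 21 lower than in control replicate 1. A change in the activity of these enzymes could not be tested.

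The hypothesis that lower *Trp53* mRNA accompanies lower mRNA of p53 targets was tested on 24 target genes. Their median log2 fold change was −0.032, at percentile 40.2 of matched random lists, so the list as a whole was not lower. In the list, 4 genes were downregulated and 1 was upregulated, *Sesn1*, with a log2 fold change of 1.04 (one-sided Fisher's exact test for downregulation, FDR = 0.677). The lower genes with the smallest FDR were *Aen*, *Mdm2* and *Gtse1*, with log2 fold changes of −1.18, −0.71 and −0.77. With the replicate block the FDR was 0.0569 for *Sesn1*, 0.0562 for *Mdm2* and 0.0958 for *Gtse1*.

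*Vegfa* differed between the control libraries by 2.12 on the log2 scale, with 101 CPM in replicate 1 and 22.9 CPM in replicate 3. The hypothesis that control replicate 1 had a hypoxia response was tested with the hypoxia list, whose median difference between the controls was 0.037. A hypoxia response of the whole list is therefore an unlikely source, and no other source was tested.

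*Prom1*, the gene of CD133, had 2.16 and 0.708 CPM in control replicates 1 and 3 and 0.192 and 1.63 CPM in TRC replicates 1 and 3. Its log2 fold change was −0.65 (SE 1.05, FDR = 0.65), and the groups overlapped.

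All 16 pigment genes tested were higher in TRCs, with a median log2 fold change of 0.44. That median lay at percentile 99.98 of matched random lists. The control libraries also differed, by a median of 0.25 for replicate 1 relative to replicate 3, at percentile 99.97. Of the pigment genes, 3 were upregulated (one-sided Fisher's exact test, FDR = 0.863). These were *Trpm1*, *Oca2* and *Dct*, with log2 fold changes of 2.49, 1.95 and 1.08. Of 24 interferon response genes, 3 were upregulated and 1 downregulated (FDR = 1 for upregulation). *H2-K1*, a major histocompatibility complex gene, rose from 21.6 ± 8.98 CPM (SD, n = 2) to 207 ± 79.4 CPM (SD, n = 2), a log2 fold change of 3.26 (SE 0.34, FDR = 2.15e-17), while *Rsad2* and *Stat2* rose by 1.55 and 1.10 and *Gbp2* fell by 1.27. Replicate 1 was higher than replicate 3 for this list in both groups, by a median of 0.80 in the controls and 0.60 in the TRCs. With the replicate block, which takes up this difference, 3 genes of the list were upregulated (FDR = 0.403) and the median log2 fold change was 0.40. Of 21 serum response genes, 3 were upregulated, *Ier3*, *Fos* and *Fosb*, with log2 fold changes of 2.56, 2.66 and 4.40, and 2 were downregulated, *Ccn1* and *Atf3*, with −0.92 and −1.57. For *Atf3* the groups overlapped, with 6.68 CPM in TRC replicate 3 and 6.18 CPM in control replicate 3, and its FDR was 0.262 with the replicate block. With the block the FDR was also above 0.05 for *Gbp2* (0.119), *Fosb* (0.053) and *Ccn1* (0.0572), and without it the quasi-likelihood test gave 0.0704 for *Dct* and 0.0626 for *Stat2*. *Fosb* had 11.5 CPM in TRC replicate 1 and 1.44 CPM in TRC replicate 3. Of 20 leukocyte genes, 1 passed the filter on low counts.

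Mitochondrially encoded genes took 5.44% and 3.36% of the counts in control replicates 1 and 3 and 5.17% and 4.47% in TRC replicates 1 and 3.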
